A study of Homo sapiens with 8 samples. Its data were reported in "Gene signature driving invasive mucinous adenocarcinoma of the lung" (2017).

How the data were processed

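Chromatin immunoprecipitation followed by sequencing (ChIP-seq) was performed in A549 cells, a human lung carcinoma line, for the transcription factors NKX2-1 and SPDEF, each expressed from a lentivirus. The series holds 8 samples in 4 groups of 2 replicates: NKX2-1 ChIP, SPDEF ChIP and the input chromatin of each. One label field names the NKX2-1 virus for the SPDEF samples too, whereas their titles, source names and antibody name SPDEF. The groups follow the titles and antibodies, and the labels do not settle whether the SPDEF chromatin came from cells that also carried the NKX2-1 virus. A figure legend of the study names only the SPDEF virus for this chromatin. Its methods name cells with NKX2-1 and/or SPDEF, so the question stays open.

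Reads were trimmed at their ends and for base quality, aligned to human genome build hg19, filtered on mapping quality and passed to MACS2, all by the authors. The peak calling used an input control, a fixed ratio of ChIP to input and a q-value threshold. The deposited files are 4 peak lists, 1 per ChIP library, called separately and not pooled. In each list the authors give a start and an end on hg19 and a peak score, the whole-number MACS2 score that rises with the negative log10 of the q-value. The lowest score in each of the 4 lists was 13. The 4 input libraries have no peak list and entered only through the authors' peak calling. The lists hold no read counts, so the depth behind each peak is unknown from the files, no interval that needs depth is given, and scores of different libraries, which are not on a common depth, were set against each other only to take the lower score of a consensus site. Per the study's sequencing summary, NKX2-1 replicate 1 was read single-end and replicate 2 paired-end, while both SPDEF replicates were read single-end. The read numbers in that summary were not used here.

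Peaks on the main chromosomes were analysed, and peaks on other contigs were counted separately. Positions are given with the first base numbered 1 and both ends included. A consensus site of a factor was a peak of the replicate with fewer peaks that overlapped a peak of the other replicate by at least 1 bp, and its score was the lower of the scores in both replicates. Overlaps were compared with 1000 random placements of the sites within the gap-free sequence of their own chromosome. The one-sided permutation p-value cannot go below 0.001, and the two-sided one cannot go below 0.002. Shares of peaks carry Wilson 95% intervals, which treat peaks as independent and cover counting error only.

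Protein-coding transcripts of GENCODE release 44, in its hg19 coordinates, gave 19812 genes. Each midpoint was assigned to the first class that applied, in the order promoter (up to 1 kb upstream of a transcription start site, TSS), 5'UTR, 3'UTR, coding exon, intron and intergenic. A planned class for other exons stayed empty because only protein-coding transcripts were read. Sequence words were counted on both strands in 200 bp windows around site midpoints and compared with the equal window 1 kb upstream by an exact two-sided McNemar test. The NKX2-1 word was CTCAAG or TCAAGTG and the SPDEF word was C[AC]GGAT. All 2080 words of 6 bases, each pooled with its reverse complement, were ranked in the same way. The motif program of the study was not used. Sites and genes are not biological replicates, so these tests describe the lists.

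Gene lists of the study were matched by symbol, then by older symbols: 140 of 143 signature genes, 1055 genes from 1119 symbols listed as induced by SPDEF in A549 cells, 585 of 607 listed as reduced, and 539 of 552 listed as regulated by FOXA3. Per the study, the cells in which SPDEF or FOXA3 was added for these lists also expressed NKX2-1. A gene had a site when one lay within 10 kb of any of its TSSs, and lists were compared by Fisher's exact test, two-sided. The Benjamini-Hochberg adjustment covers the 15 tests of the comparisons, and a separate one covers the 2080 words of each factor. The threshold was 0.05.

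The groups, tests, alternatives and items to name were fixed before the data were examined. The items were 11 loci from the study (gene body plus 10 kb on each side), the 5 consensus sites of each factor with the highest score, the 5 signature genes with the highest-scoring SPDEF consensus site, and the 5 top-ranked words of each factor. ChIP-qPCR amplicons were placed by exact primer match. The alternatives were an overlap of 50% of both peaks, fixed 200 bp windows, the better-scoring 50% of each library, the 4268 best-scoring peaks of every library, displacement of peaks by 50 to 500 kb as the random background, same-numbered libraries only, a 3 kb promoter, all peaks of either replicate merged, other words, windows and backgrounds for the words, other gene distances and another gene background, a margin of 50 kb at the loci, and leaving out each replicate.

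The methods were tested on simulated data. After correction for background, a planted overlap of 30% was recovered as 30.1% and a planted promoter share of 30% as 30.2%. A word planted in 30% of windows was recovered as 29.7%, corrected likewise. A site planted at 50% of a gene list gave 56.4% of its genes with a site, background sites included. Of 20 runs without a planted effect for each method, 0, 0, 1 and 1 had p-values under 0.05. These runs used sites placed by the tests' own random placement, random sequence for both windows and flanks, and genes drawn at random. The placement tests used fewer placements than in the main analysis. Low counts were therefore built in, and the runs do not show how the tests behave where real sites and backgrounds differ in composition. Computations used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, statsmodels 0.14.6, pandas 2.3.3 and pysam 0.24.0, and samtools 1.23.1. Read coverage over the loci was not analysed here, since the lists hold no reads.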

Results

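ChIP-seq peaks of NKX2-1 and SPDEF were mapped in A549 lung carcinoma cells, with 2 replicates per factor. NKX2-1 is a transcription factor that the study treats as anti-mucous, and SPDEF is one that it treats as pro-mucous. The NKX2-1 lists held 110990 peaks in replicate 1 and 21552 peaks in replicate 2 on the main chromosomes. The SPDEF lists held 6493 peaks in replicate 1 and 4268 in replicate 2. Replicate 1 had 5.15 times as many peaks as replicate 2 for NKX2-1, and 1.52 times as many for SPDEF. The median peak width was 129 bp and 362 bp in NKX2-1 replicates 1 and 2, and 375 bp and 401 bp in SPDEF replicates 1 and 2. Peaks covered 17.7 Mb and 9.19 Mb of the genome for NKX2-1, and 2.78 Mb and 1.91 Mb for SPDEF, in the same order. The lists hold no reads, and read depth was not used here.

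To determine how far the replicates of a factor share sites, the list with fewer peaks was compared with the other list. For NKX2-1, 18956 of the 21552 replicate 2 peaks (88.0%, 95% interval 87.5 to 88.4%) overlapped a replicate 1 peak, against 2.31% after random placement. This was a 38.1-fold excess (one-sided permutation p = 0.001, the smallest that 1000 placements can give, adjusted p = 0.00136). In the other direction, 23325 of the 110990 replicate 1 peaks overlapped a replicate 2 peak. The value depended most on the number of peaks compared: with the 4268 best-scoring peaks of each library, 33.3% of the replicate 2 peaks overlapped, a 222-fold excess over random placement. For SPDEF, 2717 of the 4268 replicate 2 peaks (63.7%, 95% interval 62.2 to 65.1%) overlapped a replicate 1 peak, against 0.233% after random placement, a 274-fold excess (one-sided permutation p = 0.001, again the smallest possible, adjusted p = 0.00136). The reverse share was 42.0%. Peaks of NKX2-1 replicate 2 with a partner had a median score of 72, and those without one a median score of 35. For SPDEF replicate 2 these medians were 76 and 50. The overlapping peaks formed the consensus sites, 18956 for NKX2-1 and 2717 for SPDEF.

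**Figure D1:**
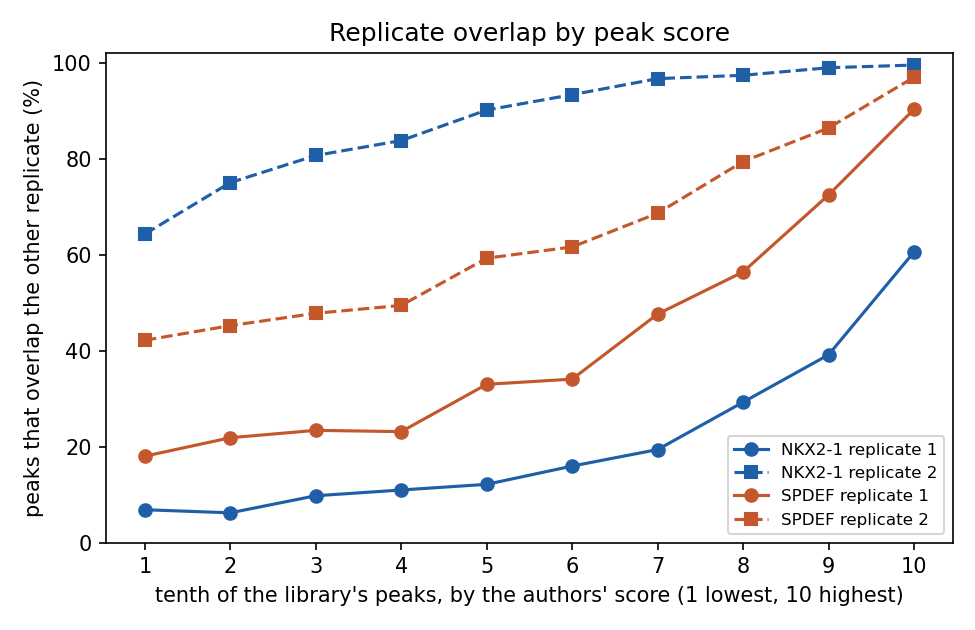
Share of peaks (%) that overlap a peak of the other replicate, for 10 groups of equal size of each library's peaks, ranked by the authors' score from lowest (1) to highest (10). In NKX2-1 replicate 1 the share was 6.85% in the lowest-scoring group and 60.6% in the highest-scoring one, and in SPDEF replicate 2 it was 42.2% and 96.9%.

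The series maps both factors in the same cell line, and the next comparison asked how often they occupy the same places. Of the 2717 SPDEF consensus sites, 1319 (48.5%, 95% interval 46.7 to 50.4%) overlapped an NKX2-1 consensus site, against 0.698% after random placement. The excess was 69.6-fold (one-sided permutation p = 0.001, the smallest possible, adjusted p = 0.00136). Counting any NKX2-1 peak, 77.1% of the SPDEF consensus sites overlapped one. Of the NKX2-1 consensus sites, 6.94% overlapped a SPDEF consensus site. Among the 4 pairs of libraries, the share of SPDEF peaks at an NKX2-1 peak was 70.3% and 71.0% against NKX2-1 replicate 1, and 48.1% and 48.5% against NKX2-1 replicate 2, so it differed more between the NKX2-1 lists than between the SPDEF lists. The size of the excess depended on NKX2-1 replicate 2: without it, with the full replicate 1 list in place of the consensus, 2011 of the 2717 SPDEF consensus sites overlapped and the excess was 29.0-fold. With the 4268 best-scoring peaks of every library, 6.76% of the SPDEF consensus sites overlapped an NKX2-1 consensus site, an excess of 144-fold.

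The distribution over gene features was compared with the genome, where promoters (up to 1 kb upstream) and 5'UTRs together take 1.23%. These classes held 9.94% of NKX2-1 consensus midpoints (95% interval 9.53 to 10.4%), against 1.35% after random placement, a 7.38-fold excess (two-sided permutation p = 0.002, the smallest possible, adjusted p = 0.00231). They held 21.5% of SPDEF consensus midpoints (583 of 2717), against 1.44% after random placement, a 14.9-fold excess (two-sided permutation p = 0.002, the smallest possible, adjusted p = 0.00231). A promoter of 3 kb moved these folds most, to 4.10 for NKX2-1 and 7.14 for SPDEF. The better-scoring 50% of NKX2-1 peaks gave a consensus with 5.52% of midpoints in these classes. By library, the share was 6.85% and 12.2% for NKX2-1 replicates 1 and 2, and 20.8% and 20.1% for SPDEF replicates 1 and 2. The means were 9.52% ± 3.78 (SD, n = 2) and 20.4% ± 0.498 (SD, n = 2). An exact permutation test of 2 against 2 libraries cannot give a p below 0.333, so it could not decide whether the factors differ. No other test across libraries was run. Both SPDEF libraries had a higher share than both NKX2-1 libraries. Introns held 45.3% of NKX2-1 and 36.5% of SPDEF consensus midpoints, and intergenic sequence held 42.1% and 39.3%.

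Sequence words were counted to ask whether the sites carry the sequence that each factor is known to recognise. The NKX2-1 word occurred in 28.4% of the 200 bp windows at NKX2-1 consensus sites and in 16.7% of the windows 1 kb upstream, a ratio of 1.70 (exact McNemar p = 2.01e-163, adjusted p = 3.02e-162). The ratio moved most, to 1.30, when the background was the site sequence shuffled with its dinucleotides kept. The SPDEF word occurred in 48.4% of windows at SPDEF consensus sites and 13.5% upstream, a ratio of 3.57 (exact McNemar p = 1.12e-161, adjusted p = 8.42e-161). Across factors the ratios were lower: the SPDEF word occurred in 14.8% of NKX2-1 windows against 12.8% upstream (exact McNemar p = 2.26e-08, adjusted p = 6.78e-08), and the NKX2-1 word in 19.6% of SPDEF windows, 1.15 times its share upstream (exact McNemar p = 0.0143, adjusted p = 0.0143). Of the 2080 words of 6 bases, 948 were more frequent and 648 less frequent at NKX2-1 sites than in their flanks after adjustment over all words. For SPDEF these counts were 634 and 535.

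The top-ranked words at NKX2-1 consensus sites were GAGTCA, GACTCA, AGTCAT, ACTCAT and CACTCA. GAGTCA was found in 32.6% of NKX2-1 windows and 9.27% of flanks, and GACTCA in 30.6% and 8.87%. Both are parts of TGA[CG]TCA, the recognition sequence of the AP-1 family of transcription factors. CACTCA is not a part of that sequence. The NKX2-1 word was also among the enriched words, at a lower rank. Its form CTCAAG ranked 17, in 23.7% of NKX2-1 windows and 14.1% of flanks. ACTCAA, which shares the bases CTCAA with it, ranked 10. The top-ranked words at SPDEF consensus sites were ATCCGG, CCCGGA, CCGGAA, ATCCTG and ACATCC. ATCCGG, the reverse complement of one form of the SPDEF word, was found in 17.4% of SPDEF windows and 1.58% of flanks. GAGTCA and GACTCA ranked 8 and 10 at SPDEF sites. The full AP-1 word, chosen after this ranking was seen, occurred in 25.5% of NKX2-1 windows against 3.64% of flanks and in 18.6% of SPDEF windows against 2.98% of flanks.

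The study defined a signature of genes expressed in mucinous lung tumours and named SPDEF as a member, and the next comparison asked whether SPDEF sites lie near its genes. Of the 140 matched signature genes, 22 (15.7%) had a SPDEF consensus site within 10 kb of a TSS, against 6.92% of the other protein-coding genes. The odds ratio was 2.51 (95% interval 1.51 to 3.99, Fisher's exact p = 0.000316, adjusted p = 0.000678). This result depended on the background: against genes regulated by SPDEF or FOXA3 in A549 cells that expressed NKX2-1, the odds ratio was 1.33 and the difference was not significant (Fisher's exact p = 0.233). That background takes in the genes induced by SPDEF, and 12.3% of its genes had a SPDEF consensus site. With sites within 1 kb of a TSS the odds ratio was 1.80 (Fisher's exact p = 0.0837). NKX2-1 consensus sites lay near 36.4% of signature genes and 26.0% of the others, an odds ratio of 1.63 (Fisher's exact p = 0.00660, adjusted p = 0.00707). The signature genes with the highest-scoring SPDEF consensus sites were CLDN2 (chromosome X, 106160939 to 106161479, promoter, score 205), TNS4 (chromosome 17, 38655584 to 38656229, intron, score 196), SPATS2 (chromosome 12, 49760200 to 49760807, promoter, score 159), NQO1 (chromosome 16, 69760243 to 69761118, promoter, score 156) and F2RL1 (chromosome 5, 76110134 to 76110557, 4509 bp upstream of a TSS, score 123).

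Genes listed as induced and as reduced by SPDEF, in A549 cells that also expressed NKX2-1, were then compared with each other. SPDEF consensus sites lay within 10 kb of a TSS of 203 of 1055 induced genes (19.2%) and 21 of 585 reduced genes (3.59%). The odds ratio was 6.40 (95% interval 4.01 to 10.7, Fisher's exact p = 8.71e-22, adjusted p = 3.27e-21). Without SPDEF replicate 2, with the full replicate 1 list in place of the consensus, it was 4.17, and without replicate 1 it was 5.04. Relative to all other protein-coding genes, the odds ratio was 3.55 for induced genes (Fisher's exact p = 3.16e-42, adjusted p = 1.58e-41) and 0.488 for reduced genes (Fisher's exact p = 0.000515, adjusted p = 0.000965). NKX2-1 consensus sites went the other way, with a site near 27.1% of induced and 40.2% of reduced genes. Their odds ratio was 0.554 (95% interval 0.445 to 0.690, Fisher's exact p = 7.35e-08, adjusted p = 1.84e-07). Of all protein-coding genes, 26.0% had an NKX2-1 consensus site. The share of induced genes was close to this, and that of reduced genes was higher. This background was not limited to genes expressed in these cells, so it does not decide which list departs from its own baseline. Single libraries gave odds ratios of 0.511 and 0.588 for NKX2-1 replicates 1 and 2, and of 4.17 and 5.04 for SPDEF replicates 1 and 2. The difference between the factors was not itself tested.

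**Figure D2:**
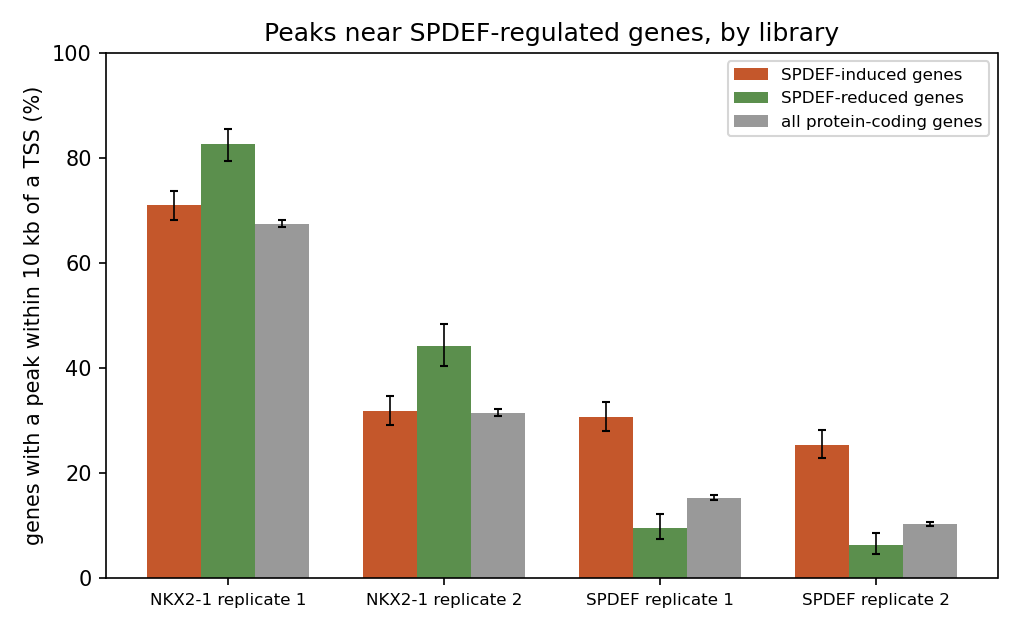
Share of genes (%) with a peak within 10 kb of a TSS in each of the 4 libraries, for genes induced by SPDEF, genes reduced by SPDEF and all protein-coding genes; error bars are Wilson 95% intervals. In SPDEF replicate 1, 30.6% of induced and 9.57% of reduced genes had a peak, and in NKX2-1 replicate 2, 31.8% and 44.3%.

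The highest-scoring NKX2-1 consensus site, with a lower score of 912, lay on chromosome 2 at 75144911 to 75145556, 40536 bp upstream of a TSS of POLE4. The other NKX2-1 sites among the best 5 lay in an intron of LRRC71 (chromosome 1, 156895590 to 156896680, score 851), an intron of ZNF609 (chromosome 15, 64889137 to 64889716, score 828), an intron of HK2 (chromosome 2, 75083083 to 75083747, score 822) and between genes, with the nearest TSS that of SOST (chromosome 17, 41815013 to 41816056, score 819). The highest-scoring SPDEF consensus site, with a lower score of 2318, lay between genes on chromosome 2 at 71938413 to 71939387, and the nearest TSS was of DYSF. The other SPDEF sites among the best 5 lay in the 5'UTR of ZDHHC1 (chromosome 16, 67449651 to 67450702, score 1166), the promoters of ZNF655 (chromosome 7, 99155658 to 99157046, score 980) and VMP1 (chromosome 17, 57784601 to 57785586, score 866), and 4193 bp upstream of CST3 (chromosome 20, 23622904 to 23623701, score 744).

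The study asked whether SPDEF binds at the mucin genes MUC5AC and MUC5B on chromosome 11. Upstream of MUC5AC, a SPDEF peak lay at 1144925 to 1145413 in replicate 1 (score 15) and at 1144883 to 1145180 in replicate 2 (score 92). The midpoint of the consensus site was 6595 bp upstream of the nearest TSS. The replicate 1 score was near the lowest score of that list, which was 13, and the consensus site was lost when only the better-scoring 50% of each library was kept. Upstream of MUC5B, a SPDEF peak lay at 1240948 to 1241502 in replicate 1 (score 78) and at 1241036 to 1241514 in replicate 2 (score 117), with the consensus midpoint 3021 bp upstream. The ChIP-qPCR amplicon of MUC5B (1241183 to 1241444) lay fully inside the peaks of both replicates. That of MUC5AC (1145033 to 1145300, 268 bp) lay fully inside the replicate 1 peak and shared 148 bp with the replicate 2 peak. The study also reported SPDEF binding at both loci by ChIP-qPCR. It found lower expression of each mucin gene after deletion of its SPDEF-bound region. At MUC5B, the SPDEF word occurred in the peaks of both replicates, with CCGGAT at 1241288 to 1241293 on the minus strand. At MUC5AC it occurred once in the replicate 1 peak and 0 times in the narrower replicate 2 peak. An NKX2-1 consensus site lay upstream of MUC5AC at 1147871 to 1148329, 3527 bp from a TSS, and outside the SPDEF peaks. No NKX2-1 peak lay in the MUC5B window in either replicate.

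**Figure D3:**
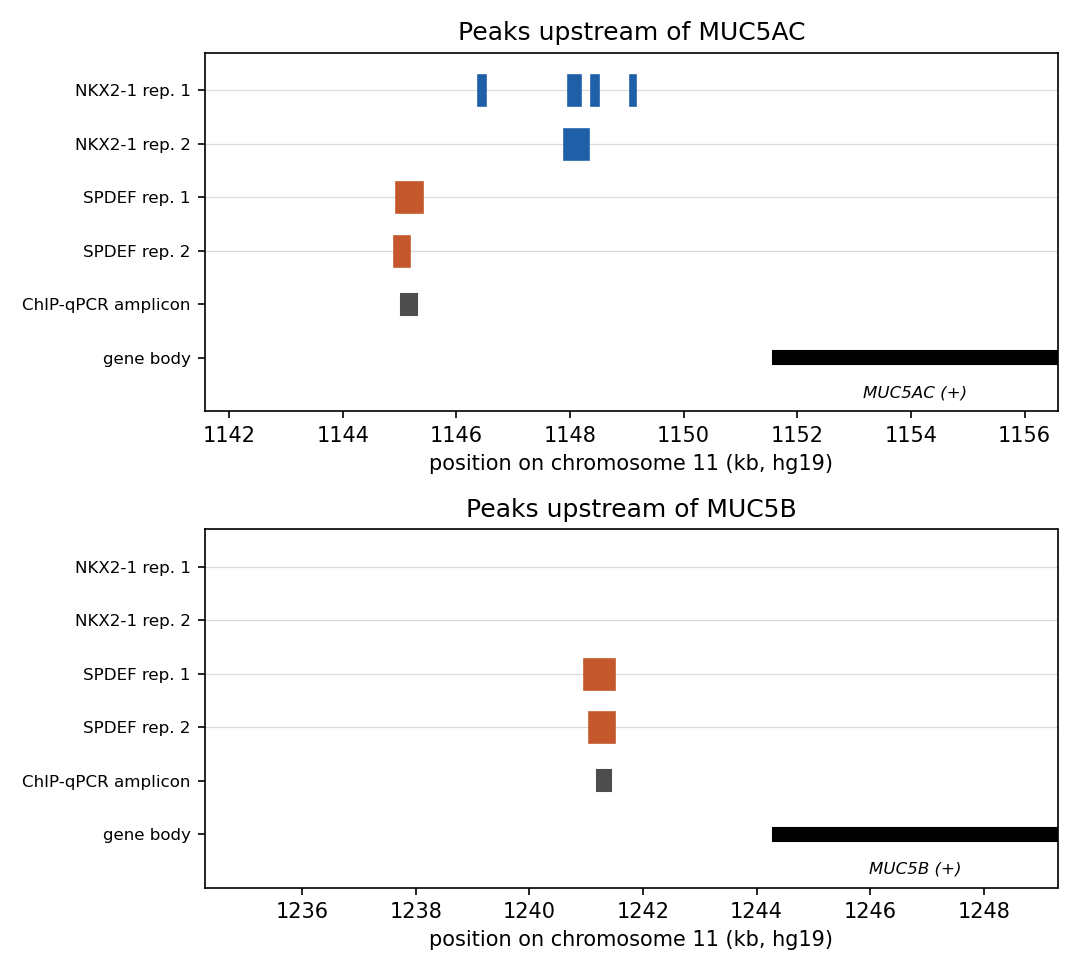
Peaks of each library, the ChIP-qPCR amplicons and the start of the gene bodies upstream of MUC5AC and MUC5B; the horizontal axis is the position on chromosome 11 in kb of hg19. The midpoints of the SPDEF replicate 2 peaks lie 6595 bp upstream of MUC5AC and 3021 bp upstream of MUC5B, and the replicate 1 peaks overlap them.

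The study also examined NKX2-1 at CD274 (PD-L1) and PDCD1LG2 (PD-L2), immune checkpoint genes on chromosome 9. The CD274 window held 5 NKX2-1 consensus sites, including a promoter site at 5449444 to 5450079 and the highest-scoring one at 5446973 to 5448544, 2744 bp upstream of a TSS. The better-scoring 50% of the peaks left 3 of them. The PDCD1LG2 window held 6 NKX2-1 consensus sites, including a promoter site at 5509519 to 5509919, and all 6 remained with the better-scoring 50%. As a comparison added after these sites had been seen, the number of NKX2-1 consensus sites per window length was at least as high as at CD274 for 0.464% of protein-coding genes, and as high as at PDCD1LG2 for 2.42%. SPDEF had 3 consensus sites in the PDCD1LG2 window, and 1 with the better-scoring 50%. At CD274 it had 2 peaks in replicate 1 and 0 in replicate 2.

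**Figure D4:**
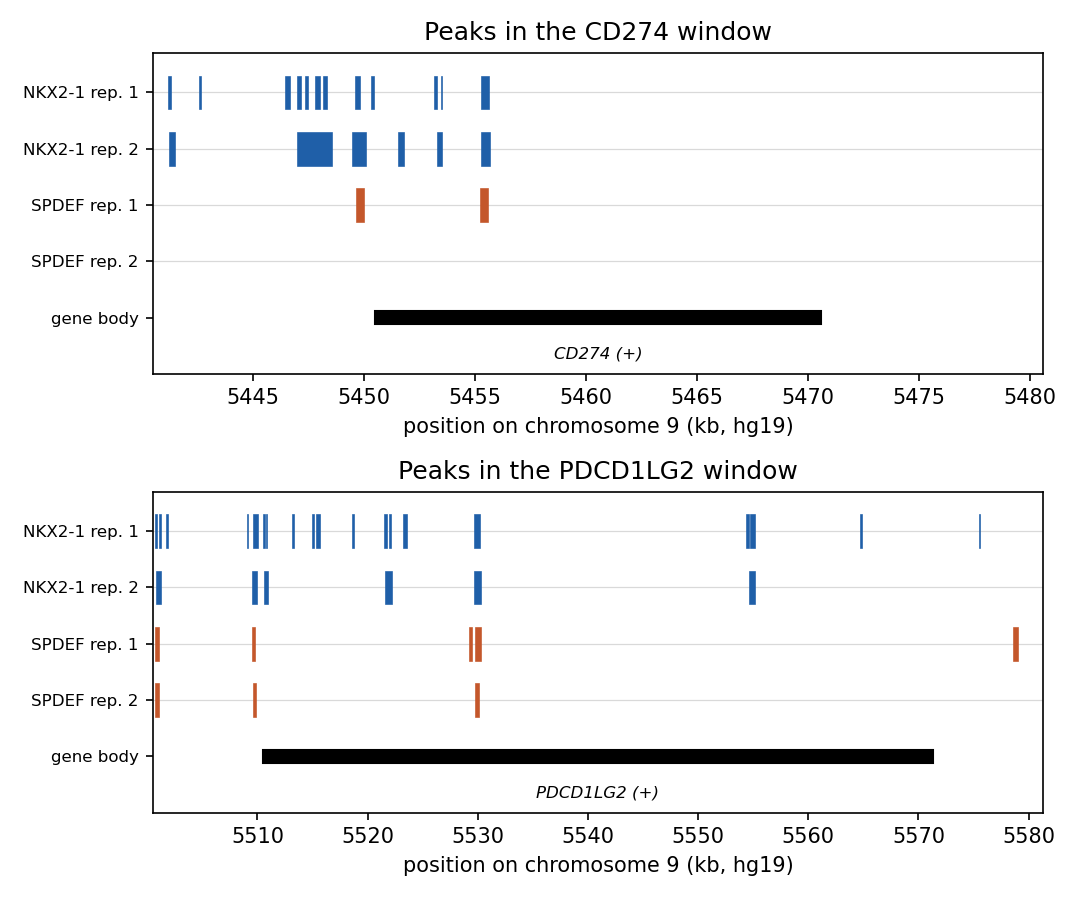
Peaks of each library and the gene bodies in windows of the gene plus 10 kb on each side at CD274 and PDCD1LG2; the horizontal axis is the position on chromosome 9 in kb of hg19. NKX2-1 replicates 1 and 2 have 12 and 6 peaks in the CD274 window, and 19 and 6 in the PDCD1LG2 window.

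Across the 11 loci, NKX2-1 had a consensus site at 4 (MUC5AC, CD274, PDCD1LG2 and ACTB) and SPDEF at 5 (MUC5AC, MUC5B, PDCD1LG2, ACTB and FOXA3). With the better-scoring 50% of each library, 3 of the loci had a SPDEF consensus site (MUC5B, PDCD1LG2 and ACTB). VTCN1 had 2 NKX2-1 peaks in replicate 1 and 0 in replicate 2, and no SPDEF peak in either replicate. AGR2 and HNF4A had 5 and 2 peaks in NKX2-1 replicate 1 and 0 in the other libraries. The ACTB amplicon, which the study used as a negative control, overlapped no peak of any of the 4 libraries. The window of ACTB nevertheless held a SPDEF consensus site at 5588888 to 5589241 on chromosome 7, in an intron of its longer transcripts, and 2 NKX2-1 consensus sites, which were lost with the better-scoring 50%. At FOXA3 a SPDEF consensus site lay at 46385911 to 46386267 on chromosome 19, downstream of the gene, and it too was lost with the better-scoring 50%. No library had a peak in the window of the NKX2-1 gene.

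In the SPDEF gene (chromosome 6, 34505579 to 34524110), SPDEF replicate 1 had 4 peaks and replicate 2 had 0. The 4 peaks covered all 1005 bp of the 5 coding exons while covering 11.2% of the gene. When the 4 peaks were placed at random within the gene, in a test chosen after the peaks were seen, the permutation p for all of them touching coding exons was 0.0006 over 10000 placements. NKX2-1 replicate 1 had 3 peaks in the gene, and 0 of them touched a coding exon.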

Values the study reported

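The study placed the SPDEF binding regions ~7 kb from the transcription start site of MUC5AC and ~3 kb from that of MUC5B. It described a signature of 143 genes shared by human and mouse mucinous lung tumours.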

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

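The tests of gene structure, of site number and of AP-1 words, and the densities on the pair of contigs with most peaks, were chosen only after the results they address had been seen.

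NKX2-1 and SPDEF sites differed in opposite directions between genes that SPDEF induced and genes that it reduced. The odds ratio for a consensus site near an induced rather than a reduced gene was 6.40 for SPDEF and 0.554 for NKX2-1, and every library followed its factor (4.17 and 5.04 for SPDEF, 0.511 and 0.588 for NKX2-1). Of the reduced genes, 40.2% had an NKX2-1 consensus site, against 27.1% of induced and 26.0% of all protein-coding genes. The last group was not limited to genes expressed in these cells, and the lists were not matched on expression level. The difference between the factors was not itself tested. The NKX2-1 side did not come from reduced genes having more or longer transcripts as a whole: stratified by number of TSSs and gene length, the pooled NKX2-1 odds ratio was 0.569 (95% interval 0.458 to 0.706), although reduced genes had a median of 3 TSSs and induced genes of 2. It did not come from the larger number of NKX2-1 sites either, since the 2717 best-scoring NKX2-1 consensus sites gave 0.461 (Fisher's exact p = 0.000148). The AP-1 word was present in 24.5% of 379 NKX2-1 sites near reduced genes and 22.7% of 437 near induced genes, a difference that was not significant (odds ratio 1.11, Fisher's exact p = 0.563), so a part played by AP-1 words was neither shown nor excluded. Read layout does not follow the factor: NKX2-1 replicate 1 was read single-end like both SPDEF libraries, and still gave 0.511. The antibody differs along with the factor, and whether the virus does so is not settled by the labels or by the study's text. The gene lists come from cells that expressed NKX2-1 when SPDEF was added, so the reduced genes are genes reduced in the presence of NKX2-1. A hypothesis that stays open, and was not tested, is that SPDEF may act from nearby sites mainly on genes it induces, while some of the reduced genes may be genes whose expression in these cells depended on NKX2-1. No expression data were analysed here beyond the membership of the lists.

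Peaks were also present on contigs outside the main chromosomes, which no comparison of the report used. Unplaced contigs held 58 and 16 peaks in NKX2-1 replicates 1 and 2, and 14 and 10 peaks in SPDEF replicates 1 and 2. The inputs have no peak list to set beside them. Repeats collapsed in the reference might give such peaks. Over all unplaced contigs, the ratio of peak density to that of the main chromosomes was 0.265 and 0.376 in the NKX2-1 libraries and 1.09 and 1.19 in the SPDEF libraries. These averages cover contigs without peaks, and the peaks gathered on few contigs: 2 of them held 31, 11, 9 and 6 of the peaks, in the order above. On these 2 contigs the ratio ranged from 2.51 to 12.6 across the 4 libraries. Since the contigs were picked for their peaks, this does not decide the matter, and collapsed repeats stay open as an explanation. No biological explanation was tested.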

How the results depend on the processing

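All alternatives were fixed before the values were seen, and each gave a value. Of the alternative values of the comparisons, 52 kept their direction and their side of the threshold (or, where there was no test, stayed within the replicate spread or, for counts of loci, within 1.5 times the reported count), 2 were weaker, 9 moved and 0 reversed. Of the 9 that moved, all but 1 came from leaving out a replicate. The replicate spread was the SD of the 2 leave-out values, so replicates that differ more pass more easily. For promoters and 5'UTRs, NKX2-1 excesses of 5.20-fold and 8.99-fold against 7.38-fold counted as kept. The SPDEF excess of 14.2-fold against 14.9-fold counted as moved. A fall of the SPDEF share at NKX2-1 sites from 48.5% to 6.76% also counted as kept. The tally therefore does not measure stability.

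The SPDEF enrichment near signature genes was weaker in both cases where it lost significance. With sites within 1 kb of a TSS the odds ratio was 1.80 (Fisher's exact p = 0.0837), and against genes regulated by SPDEF or FOXA3 it was 1.33 (Fisher's exact p = 0.233). The other alternatives that kept both replicates gave p-values from 5.77e-05 to 0.00235. Against regulated genes the signature share stayed at 15.7%, and the background share was 12.3% in place of 6.92%. That lower odds ratio therefore came from the background, which takes in the genes induced by SPDEF. The cause of the loss within 1 kb was not tested. With the better-scoring 50% of each library, 3 of the 11 loci had a SPDEF consensus site in place of 5, since fewer peaks were compared. For single loci, 35 alternative counts of consensus sites stayed within 1.5 times the reported count and 9 moved. The 35 include counts of 0 that stayed at 0. Keeping the better-scoring 50% could not add a site to such a locus, so this tally does not measure stability.

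Leaving out 1 replicate, so that the full list of the other stood for the factor, leaves a factor with 1 library, so these values are given without p-values. The excess of SPDEF sites at NKX2-1 sites ranged from 29.0-fold (without NKX2-1 replicate 2) to 70.7-fold. The promoter and 5'UTR excess ranged from 5.20-fold to 8.99-fold for NKX2-1 and from 14.2-fold to 14.9-fold for SPDEF. The word ratio ranged from 1.66 to 1.85 for NKX2-1 and from 3.09 to 3.11 for SPDEF. The odds ratio ranged from 1.94 to 2.72 for signature genes, and from 4.17 (without SPDEF replicate 2) to 5.04 for induced against reduced genes. With both replicates kept, the latter was lowest at 3.36 (sites within 50 kb of a TSS) and 4.01 (all peaks merged), in place of 6.40. Replicate overlap needs both replicates and has no such value.

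Replicate overlap stayed at the smallest possible permutation p of 0.001 under each alternative, with excesses from 23.9-fold to 222-fold for NKX2-1 and from 174-fold to 678-fold for SPDEF. The share itself fell to 33.3% for NKX2-1 with equal numbers of peaks. The mean share of SPDEF peaks at NKX2-1 peaks was 59.4% between same-numbered libraries (a 47.5-fold excess) and 59.6% between the others, and the labels do not pair the libraries. Since the lists hold no reads, a missing peak is a peak not called at the authors' threshold, and absence of binding at a locus cannot be shown.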

Other observations

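The tests of AP-1 words, of the best-scoring NKX2-1 peaks of the SPDEF word in NKX2-1 sites and of that word at shared sites of like score, the comparison of replicate overlap by score with SPDEF replicate 1, and the random placement of peaks within the SPDEF gene, were chosen only after the results they address had been seen.

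NKX2-1 replicate 1 had 5.15 times as many peaks as replicate 2. Splitting of bound regions into narrow peaks was not the whole cause, because joining peaks closer than 500 bp left a ratio of 4.49. The replicate 1 peaks without a partner were not background as a whole: the NKX2-1 word was 1.84 times as frequent in them as 1 kb upstream. Even in the lowest-scoring 10% of them the ratio was 1.55 (exact McNemar p = 9.21e-50). Whether replicate 2 was less sensitive was left undecided. The highest-scoring 10% of replicate 1 peaks had a partner 8.84 times as often as the lowest-scoring 10%, but the share with a partner rose with the score in SPDEF replicate 1 too (5.02 times), where the lists differ far less in size. The read layouts of the replicates differ, and the read numbers in the study's sequencing summary were not used here. An effect of read numbers under the fixed ratio of ChIP to input was therefore not examined. No biological explanation was tested.

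The best-scoring NKX2-1 peaks differed between replicates. Among the 4268 best-scoring peaks of each, the NKX2-1 word was present in 43.2% for replicate 1 and 33.5% for replicate 2, and the promoter and 5'UTR share was 1.69% and 4.31%. Promoters ranking higher in replicate 2 was not the whole cause of the 33.3% overlap of these peaks, because away from promoters (more than 3 kb from a TSS) the overlap was 33.1%. Narrow peaks in replicate 1 were not the whole cause either, because 500 bp windows gave 32.1%. The smallest peak width was 79 bp in replicate 1 and 219 bp in replicate 2. No biological explanation was tested.

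SPDEF consensus sites lay at NKX2-1 consensus sites 69.6 times as often as after random placement. Shared promoters were not the whole cause, because SPDEF sites more than 3 kb from a TSS gave a 79.9-fold excess. Regional density or copy number was not either, because displacing sites by 50 to 500 kb left a 43.6-fold excess. SPDEF signal without its word is argued against as the whole cause by the SPDEF word being 4.06 times as frequent in shared distal sites as in their flanks (exact McNemar p = 3.43e-58). It stays open for part of the sites, because the word was present in 43.5% of shared distal sites and 60.2% of distal SPDEF sites away from any NKX2-1 peak, with an odds ratio of 0.503 (95% interval 0.392 to 0.646) among sites of like score. Regions that give peaks for any antibody were to be tested by the share of the 1319 shared sites among the top scores of every library. That share was 0, but the test was void, because it could not exceed 3.18% with the 42 top peaks of SPDEF replicate 2. In its place, the SPDEF word was compared between NKX2-1 sites with and without a SPDEF peak. The odds ratio was 2.33 (Fisher's exact p = 1.52e-70), which argues against such regions as the whole cause. Shared SPDEF sites held the NKX2-1 word more often than SPDEF sites away from any NKX2-1 peak (24.2% against 12.8%, odds ratio 2.17, Fisher's exact p = 3.12e-09). Seen from the NKX2-1 sites the NKX2-1 word went the other way, at 25.7% of NKX2-1 consensus sites with a SPDEF peak (1.51 times their flanks) and 29.0% of those without one (1.75 times). Shared SPDEF sites also held the AP-1 word more often (23.5% against 10.9%, odds ratio 2.51, Fisher's exact p = 1.51e-11). These values are consistent with 2 further hypotheses that stay open together: NKX2-1 may bind its own word at the shared sites, and both factors may bind where AP-1 sites lie. Accessibility of chromatin was not analysed here. The labels and the study's text leave open whether the SPDEF chromatin came from cells that also carried the NKX2-1 virus.

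The 4 SPDEF replicate 1 peaks in the SPDEF gene covered its coding exons in full. Reads of a lentiviral complementary DNA aligned to the endogenous exons would lie on these exons. The peaks were called against an input control, in which such reads would be present too if the input came from the same cells. Added copies alone might therefore not give a peak, and the lists hold no reads to settle this. The count of SPDEF-library peaks on these coding exons was 4, all in replicate 1, and random peaks of the same widths in the gene touched a coding exon 17.2% of the time. The pattern is consistent with reads from the lentiviral complementary DNA in replicate 1, so these peaks may not mark binding at the gene. Replicate 2 had 0 such peaks, so the explanation covers replicate 1 only. The coding exons of the NKX2-1 gene had 0 peaks in each of the 4 libraries. The study writes the gene in that virus as Nkx2-1, and whether its sequence would align to the human exons was not examined.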
